A study of Sus scrofa with 35 samples. Its data were reported in "Multi-tissue metabolic and transcriptomic responses to a short-term heat stress in swine" (2024).

How the data were processed

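Messenger RNA of whole blood was measured on 35 one-colour arrays, with 1 array for each castrated male pig. The pigs belonged to 3 breeds, Creole (CR), Large White (LW) and F1 pigs of the cross between them. They had been kept either in thermoneutral (TN) conditions at 24 °C or under heat stress (HS), for 5 d according to the labels. The methods of the study also allow for 1 day less, and the labels do not tell such pigs apart. The sample labels give 30 °C for HS and the protocol text gives 32 °C, so the exact temperature of HS remains open and the groups were named HS and TN. Breed and climate gave 6 groups of 6 pigs, except CR pigs in TN conditions with 5 pigs. Groups were taken from the labels alone. Pigs within a group were numbered in the order of the sample records, and these numbers pair no animals. The labels hold no pen, day of slaughter, sire or dam. According to the methods of the study, the TN pigs were slaughtered before the rise in temperature, and littermates were spread over the pens of a breed.

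The array was a custom porcine design made by Agilent with probes of 60 bases. Per the file headers, each array was read with Feature Extraction 10.10.1.1. The deposited scanner files hold the raw median intensity of each spot and of its local background, and a processed intensity from which the software had subtracted the background. Neither intensity had been normalized between arrays. The authors also deposited a table of log2 values, which they made from the median intensity by quantile normalization between arrays and a filter on expressed probes. All of its 35 value columns carried the name of a sample. Every array had 61625 spots, with 60305 distinct probes after control spots were left out.

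The median intensity was normalized here as in the methods of the study, with quantile normalization over all spots, log2 transformation and no background correction, in R 4.3.3 with limma 3.58.1. Control spots were left out after normalization. Over all arrays, 217 spots that the scanner software had marked as non-uniform or as population outliers were set to missing. No probe spot was saturated. A probe with more than 1 spot was averaged. The recomputed values and the authors' log2 values had a Pearson correlation of 0.99997 over the 39072 probes of the authors' table, with a median absolute difference of 0.02 and a largest difference of 0.32. A probe was retained when it was well above background, as judged by the scanner software, on a share of at least 0.5 of the arrays of at least 1 group. This left 41466 probes (68.8%), which included all 39072 probes of the authors' table. The rule behind the authors' filter is not stated, so this filter is a choice of the present work. For arrays, no depth of counting exists, and the number of arrays limits the precision.

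The 60306 spots that were not controls were named by the gene symbol in the scanner files where a table of pig gene names held it (21663 spots), by an older symbol (626) or by a sequence accession (2071). A further 1273 spots kept the name given in the files, and 34673 had no gene name. A probe without a gene name is given by its identifier or by its sequence. The files placed 0 probes on a chromosome and no genome was used here, so no coordinates are given.

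Each probe was fitted with limma (lmFit and eBayes). The effect of HS minus TN and the contrasts between breeds came from an additive model of breed and climate over all 35 pigs. Effects within a breed and the interaction of breed and climate came from the 6 group means. The mid-parent contrast set F1 pigs against the mean of CR and LW pigs. P-values were adjusted by the Benjamini-Hochberg procedure over the 41466 probes with a threshold of 0.05, and all limma tests were two-sided. The study also had pen, day of slaughter, father and mother as random effects. These could not be fitted without labels for them. A standard error (SE) here therefore treats pigs as independent.

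The probes named in the text followed a rule fixed before the data were examined, as were the gene lists, the tests and the other methods of analysis. For HS against TN, the 5 probes with the largest rise and the 5 with the largest fall were selected among those past the threshold with the same sign in all 3 breeds. Of the 5 with the largest fall, 4 are given. For CR minus LW, 3 were named in each direction, with the same sign in both climates, and for the mid-parent contrast the 2 with the smallest p-value. Members of the HSP70, HSP90, HSP110 and peroxiredoxin families were represented by the probe with the smallest p-value, which favours members with many probes. A probe that was well above background on no array of a group has only a bound there. That bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the probe's own value and the lowest value among probes well above background.

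Gene lists were tested on 10467 genes, each the mean of its retained probes, with camera at a preset inter-gene correlation of 0.01. The 19 lists with at least 2 retained genes were the heat shock proteins HSP70, HSP40 and HSP90, chaperonins with co-chaperones, peroxiredoxins, other antioxidant genes, glycolysis, lysosome, phagosome, oxidative phosphorylation, interferon response, markers of erythroid cells, monocytes, neutrophils, B cells, T cells, cytotoxic cells and platelets, and a control list of sex-linked genes. Lists were compiled from general knowledge. Glycolysis, lysosome and phagosome are pathways that the study had found in these same blood samples, so these lists are not independent evidence. Chaperone families and peroxiredoxins were likewise chosen because the study named them. Rotation testing (fry) and camera with an estimated correlation were run beside it. Measures of whole arrays were compared with two-sided exact permutation tests, in Python 3.11.15. With 6 pigs against 6, or 5 against 6, the smallest p-value possible was 0.00216.

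The scripts were tested on simulated data in which 200 of 41466 probes were changed by a known amount. With a log2 change of 0.50, the additive HS test recovered 76.0% of the changed probes, the test within F1 pigs 29.5%, the CR minus LW test 55.0% and the interaction test 0.50%. With a change of 1.00, the same tests recovered 98.5%, 80.0%, 95.5% and 66.0%.

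The other methods, chosen before the data were examined, were scaling of the processed intensity on the 75th percentile, normexp background correction with an offset of 50, the authors' log2 values, no filter, a filter on every array (29561 probes), slide as a fixed or a random block, an intensity trend with a robust prior, array weights, only the groups compared, the mean of the within-breed effects, the erythroid list as a covariate, other set tests, the brightest probe per gene and leaving out each array in turn. The arrays lay on 5 slides of 8, 7, 8, 8 and 4 arrays, which held 6, 6, 6, 6 and 3 groups, and were scanned on 1 day. Added after the data had been seen were the signal level and the globin share as covariates, removal of the trend on probe GC content, breed as the unit of replication, and the HS test without F1 pigs.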

Results

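Blood transcriptomes were obtained from 35 castrated male growing pigs of 3 breeds. There were 11 CR pigs (5 TN, 6 HS), 12 F1 pigs (6 TN, 6 HS) and 12 LW pigs (6 TN, 6 HS). CR is a local breed of the Caribbean and LW a commercial European breed. Whole blood contains RNA of immature red cells, platelets and all white cell types, so each value is an average over a mixture of cells. On each array, 55.2% to 68.0% of the probes were well above background. The 75th percentile of the processed intensity ranged from 112 to 329. It was lowest in F1 TN pigs (149.9 ± 28.3, SD, n = 6), against 238 ± 35.6 in F1 HS pigs (n = 6). The groups of CR and LW pigs lay between 202 and 228. Normalized log2 values of arrays of the same group had Pearson correlations of 0.948 to 0.992 across probes, with a median of 0.979. The median between arrays of different groups was 0.974, so the group added little to the correlation between arrays. With 1 array per pig, variation between pigs cannot be separated from that of RNA or array.

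The first principal component held 33.1% of the variance of the 41466 retained probes and the second 16.8%. The first component separated HS from TN in F1 pigs, with a mean of 43.4 ± 36.4 (SD, n = 6) in HS and -56.1 ± 29.9 (n = 6) in TN (difference 99.5, two-sided exact permutation p = 0.00216, the smallest possible here, adjusted p = 0.026 over 18 tests). All 6 HS pigs lay above the TN mean. In CR pigs the difference was 39.5 (exact permutation p = 0.169, adjusted p = 0.338) and in LW pigs 21.4 (p = 0.0736, adjusted p = 0.189, both by exact permutation), neither past the threshold. With slide as a block, the differences were 99.8, 36.9 and 16.9 in F1, CR and LW pigs. Further measures of the arrays differed between HS and TN in F1 pigs only, each with an adjusted p of 0.026 in an exact permutation test. These were the log2 of the 75th percentile (difference 0.67), the percentage of probes well above background (5.09 points), the share of raw signal taken by the 4 globin probes (-0.31 points), the share of the 10 brightest probes (-1.29 points) and the mean of the erythroid list (-0.94 log2). In CR and LW pigs, the adjusted p of these measures ranged upward from 0.248.

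**Figure D1:**
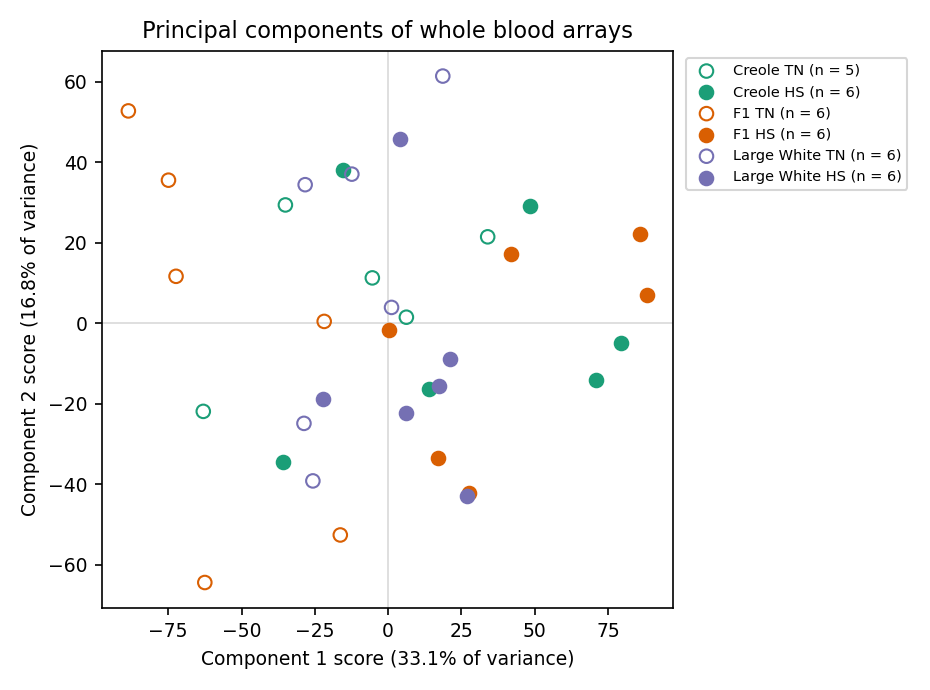
Scores of the 35 whole blood arrays on the first (x axis, 33.1% of the variance) and second (y axis, 16.8%) principal components of normalized log2 values, without units. Each point is 1 pig, coloured by breed, open for TN and filled for HS, and along the first component all 6 F1 HS pigs lie to the right of all 6 F1 TN pigs, whereas HS and TN pigs overlap in CR and LW.

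The main question of the design was which transcripts changed in blood after HS. In the additive model of breed and climate, 13855 of 41466 probes (33.4%) were detected as differentially expressed between HS and TN, accounting for 4871 genes with a symbol. Of these, 8086 were up-regulated and 5769 down-regulated in HS pigs. Most changes were small, with a median absolute log2 fold change of 0.31 among these probes, and 315 probes changed by 2-fold or more. At an unadjusted p under 0.05 there were 18576 probes. The number of probes depended on the F1 pigs and on the unit of replication. Without F1 pigs, 0 probes were detected by limma (6995 at an unadjusted p under 0.05), and with breed as the replicate there were also 0 (10586 unadjusted). With the mean of the erythroid list as a covariate, 1 probe passed the threshold (6334 unadjusted). These counts and those within breeds are set out with their tests in the closing section.

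Within breeds, 15720 probes were detected as differentially expressed in F1 pigs (8701 up-regulated and 7019 down-regulated in HS), of which 2263 changed by 2-fold or more. The excess of up-regulated probes in F1 pigs depended on the processing, with 7267 up-regulated and 7848 down-regulated under scaling on the 75th percentile. In CR pigs, limma detected 0 probes (3558 at an unadjusted p under 0.05, smallest adjusted p 0.577), and in LW pigs also 0 (3492 unadjusted, smallest adjusted p 0.226). With array weights the count in LW pigs was 757 and that in CR pigs was 0. A difference in these counts is not a difference in effect. The interaction of breed and climate was tested directly, and limma detected 0 probes (6129 at an unadjusted p under 0.05, smallest adjusted p 0.284). The 3 pairwise differences in HS effect also gave 0 probes. The smallest adjusted p was 0.404 between F1 and CR pigs (4865 probes unadjusted), 0.124 between F1 and LW pigs (9319) and 1.0 between LW and CR pigs (760). The interaction test recovered 0.50% of probes with a simulated change of 0.50, so interactions of that size in few probes would mostly be missed with these numbers of pigs. Only a small share of probes was changed in that simulation. It therefore does not tell whether an interaction of that size spread over many probes was detectable.

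The direction of change was shared between breeds. Of the 13855 probes, 13200 (95.3%) had the same sign in all 3 breeds, against 55.4% of all retained probes. That share is raised by selection, since the 3 breeds contributed to the detection of these probes. Their median absolute log2 change was 0.51 in F1 pigs, 0.24 in CR pigs and 0.20 in LW pigs. Of the 15720 probes detected in F1 pigs, 91.5% had the same sign in CR pigs and 82.3% in LW pigs, against 76.4% and 67.5% of all retained probes. Across all retained probes, which are not independent replicates, the HS effect of CR pigs and that of F1 pigs had a Pearson correlation of 0.757. The correlation was 0.496 between F1 and LW pigs and 0.479 between CR and LW pigs. In 100 splits of HS and TN within breeds, the real one included, 1, 4 and 5 splits gave correlations as high for these 3 pairs.

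Among probes with the same sign in all breeds, the 5 with the largest rise in HS were those of C6ORF26 (log2 fold change 1.099 ± 0.36, SE, adjusted p = 0.0192), A_72_P040481 (1.04 ± 0.36, adjusted p = 0.0276), LOC780435 (1.002 ± 0.22, adjusted p = 0.00189), NAV1 (0.85 ± 0.16, adjusted p = 0.00162) and NOP14 (0.84 ± 0.17, adjusted p = 0.00162), all by limma. LOC780435 is described in the files as a glutathione S-transferase of the mu class. The probe A_72_P040481 has no gene name and shares 18 bases with the probe of C6ORF26, so the values of this pair are not independent. NOP14 was above the TN mean of the breed in 18 of 18 HS pigs, NAV1 and LOC780435 in 17, A_72_P040481 in 14 and C6ORF26 in 13. The log2 intensity of NOP14 rose from 9.85 ± 0.70 (SD, n = 5) to 10.87 ± 0.57 (n = 6) in CR pigs, from 10.35 ± 0.35 to 11.37 ± 0.18 in F1 pigs and from 10.42 ± 0.78 to 10.93 ± 0.32 in LW pigs (n = 6 each). The other probe of LOC780435 also rose but did not pass the threshold.

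Among the probes with the largest fall in HS, 4 without a gene name were examined by limma. A_72_P116571 (log2 fold change -1.52 ± 0.35, SE, adjusted p = 0.00233) and another probe (-1.55 ± 0.35, adjusted p = 0.00219) have the same sequence of 60 bases, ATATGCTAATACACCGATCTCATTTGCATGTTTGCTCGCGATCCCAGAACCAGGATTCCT, and count as 1 measurement. A_72_P155326 changed by -1.53 ± 0.31 and the probe with the sequence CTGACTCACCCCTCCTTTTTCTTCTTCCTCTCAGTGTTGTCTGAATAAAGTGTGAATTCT by -1.50 ± 0.31 (both adjusted p = 0.00162 by limma). No interaction was detected for any probe named here.

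Heat shock proteins and peroxiredoxins were examined as families. All 4 members of the HSP90 family had a probe that was up-regulated in HS. These were TRAP1 (log2 fold change 0.55 ± 0.10, SE, adjusted p = 0.00162), HSP90AA1 (0.43 ± 0.09, adjusted p = 0.00166), HSP90B1 (0.37 ± 0.09, adjusted p = 0.00394) and HSP90AB1 (0.29 ± 0.08, adjusted p = 0.006). The second TRAP1 probe went the other way and did not pass the threshold. In HSP90AA1, HSP90AB1 and HSP90B1, all 8, 7 and 10 probes rose, of which 3, 6 and 6 passed the threshold. Of the 9 retained HSP70 members, 2 passed, HSPA5 (0.31 ± 0.08, adjusted p = 0.00344) and HSPA2 (0.20 ± 0.08, adjusted p = 0.0399), both up-regulated. HSPA2 was near background, being well above it on 1 of 6 F1 TN arrays and 5 of 6 F1 HS arrays, and lost the threshold with normexp correction (0.11), with the authors' log2 values (0.18), with the erythroid covariate (0.15) and without each of 16 single arrays. The other 7 members ranged from -0.17 for HSPA1L to 0.08 for HSPA8. The probe named HSP70.2 in the files, singled out after its values were seen, did not pass (0.09 and 0.14 for its pair of probes). HSPH1, the only HSP110 member, changed by 0.14 ± 0.09 (adjusted p = 0.203). The members named as up-regulated kept their direction under scaling on the 75th percentile and the other alternatives in normalization.

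Of the 6 peroxiredoxins, PRDX1 (0.31 ± 0.08, SE, adjusted p = 0.00448) and PRDX5 (0.36 ± 0.09, adjusted p = 0.0034) were up-regulated, whereas PRDX2 (-0.80 ± 0.19, adjusted p = 0.00284) and PRDX4 (-0.66 ± 0.13, adjusted p = 0.00162) were down-regulated, all by limma. PRDX2 was among the bright transcripts of blood, falling from 15.52 ± 0.55 (SD, n = 6) to 14.12 ± 0.72 (n = 6) in F1 pigs. All 3 PRDX2 probes fell past the threshold. With the erythroid list as a covariate, the change of PRDX2 shrank to -0.20, against 0.21 for PRDX1, 0.24 for PRDX5 and -0.37 for PRDX4. The fall of PRDX2 thus largely went with that of the erythroid list, and a smaller share of red cell RNA is not excluded as its source. PRDX4 rested on 1 of 6 probes. Its other 5 probes rose without passing, so no direction can be given for the gene.

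Of the 19 gene lists, 3 passed the threshold by camera. The erythroid list fell (mean log2 fold change of 24 genes -0.54 ± 0.15, SE, adjusted p = 9.72e-07). The glycolysis list (25 genes, 0.16 ± 0.03, adjusted p = 0.0417) and the lysosome list (41 genes, 0.14 ± 0.03, adjusted p = 0.0313) rose. All 3 held under fry with the same direction, and 0 held under camera with an estimated correlation. In 71 of 100 splits of HS and TN within breeds, the real one included, at least 3 lists passed by camera, so the number of lists is within what chance gives. With fry, 12 lists passed, and this included the control list of sex-linked genes (2 retained genes, 0.14 ± 0.04). The count by fry is thus left without a clean negative control, and a list of 2 genes is a weak control. Fry tests a list without setting it against other genes, so lists can pass where many genes change. At the level of single genes, 12 of 24 erythroid genes passed the threshold over all 10467 genes and 13 when adjusted over the list alone, all down-regulated. For glycolysis the counts were 12 over all genes and 13 adjusted over the list alone (12 of these up-regulated), and for lysosome 20 and 21 (20 up-regulated). Over all 10467 genes, 4128 passed, with a median log2 fold change of 0.05.

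The remaining lists did not pass by camera, although some did so under other processing. The HSP90 list (adjusted p = 0.109) passed under both other filters, and the T cell and B cell lists passed with no filter. The T cell and oxidative phosphorylation lists passed with scaling on the 75th percentile. For the chaperone lists, HSP70 had 2 genes past the threshold over all genes (1 up-regulated and 1 down-regulated) and 1 adjusted over the list alone, HSP40 11 and 11, HSP90 3 and 3, and chaperonins with co-chaperones 9 and 10. Their mean changes were 0.01, 0.08, 0.24 and 0.06. The means of the peroxiredoxin, antioxidant, phagosome, oxidative phosphorylation and interferon lists were 0.08, -0.08, 0.13, 0.06 and 0.12. Those of the B cell, T cell, platelet and monocyte lists were 0.22, 0.19, 0.33 and 0.06, and those of the neutrophil and cytotoxic cell lists -0.36 and -0.17. Measures of direction disagreed for some lists. The HSP70 list had a positive mean and a negative direction by camera, the monocyte list a positive mean and a negative median, and the antioxidant list a negative mean and a positive direction by fry.

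**Figure D2:**
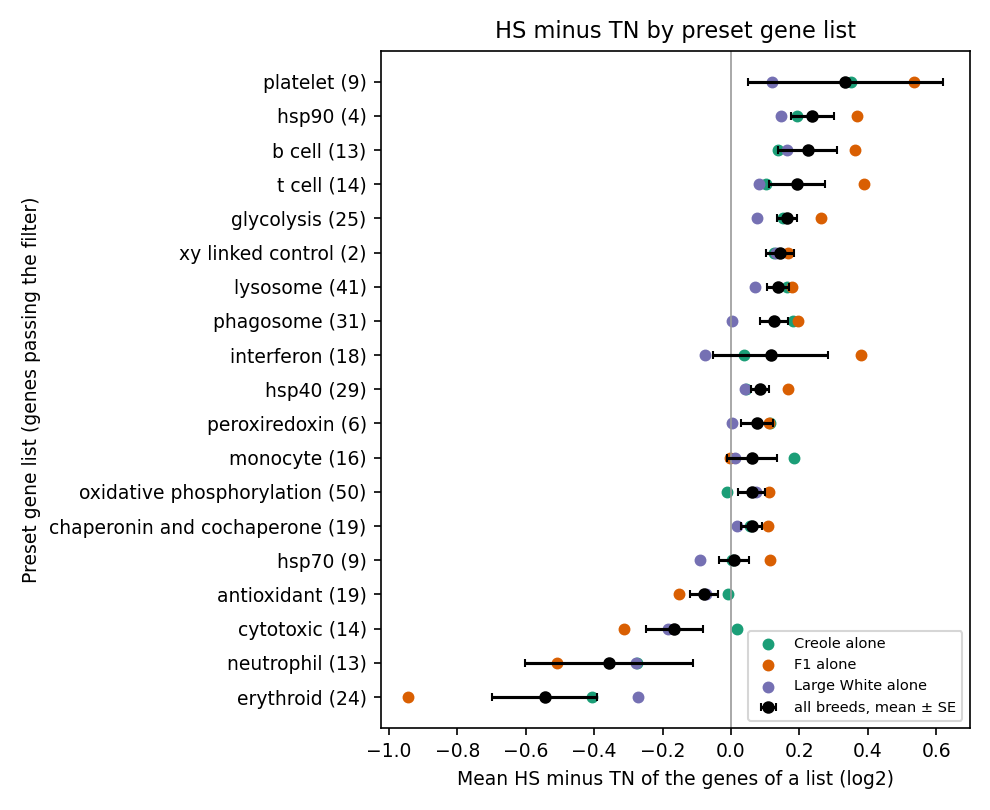
Mean HS minus TN change (x axis, log2) of the genes of each of 19 preset lists (y axis, retained genes in parentheses). Black points with bars are the additive estimate over all breeds ± SE, coloured points are the means within each breed, and the erythroid list has the lowest value (-0.54) and falls in all 3 breeds.

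The second factor of the design was breed. Litters lay within breeds in the study, so a contrast of breeds here includes differences between litters. Between CR and LW pigs, 417 probes were detected as differentially expressed (224 higher and 193 lower in CR), accounting for 147 genes, with a median absolute log2 difference of 0.64. With array weights the count was 1104. Between F1 and CR pigs there were 75 probes (40 higher and 35 lower in F1). Between F1 and LW pigs there were 6 (2 higher and 4 lower in F1), a count that ranged from 0 to 19 when single arrays were left out, with 19 without the array of F1 HS replicate 2. F1 pigs lay away from the mid-parent value for 25 probes (9 above and 16 below), and for 16 probes without CR HS replicate 2.

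The 3 probes most in excess in CR pigs were A_72_P788198, LOC100519082 and a probe with the same 60 bases as that of LOC100519082. A_72_P788198 (adjusted p = 0.000142 by limma) was not well above background on any LW HS array and on 1 of 6 LW TN arrays. The mean of CR HS pigs was at least 41.8-fold and that of CR TN pigs at least 37.4-fold higher than in LW HS pigs. It was well above background on 5 of 6 CR HS and 4 of 5 CR TN arrays, and on 1 of 6 arrays in each F1 group. LOC100519082 differed by 4.62 ± 0.73 (log2, SE, adjusted p = 0.000247), with 13.66 ± 2.15 (SD, n = 5) in CR TN, 14.80 ± 0.47 (n = 6) in CR HS, 9.07 ± 0.23 in LW TN and 10.14 ± 2.28 in LW HS pigs (n = 6 each). F1 pigs had 10.85 ± 2.26 in TN and 12.26 ± 2.59 in HS (n = 6 each), with single pigs near either level.

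The 3 probes lowest in CR pigs were LOC100524282 (-3.38 ± 0.51, SE, adjusted p = 0.000142), OAZ3 (-2.51 ± 0.30, adjusted p = 3.36e-06) and A_72_P713930 (-2.34 ± 0.30, adjusted p = 9.25e-06), all by limma. The files describe LOC100524282 as resembling a ribosomal protein and A_72_P713930 as part of an immunoglobulin gamma chain. OAZ3 was 5.60 ± 0.30 (SD, n = 5) in CR TN, 5.59 ± 0.25 in CR HS, 6.85 ± 0.94 in F1 TN, 6.30 ± 1.06 in F1 HS, 8.38 ± 0.51 in LW TN and 7.86 ± 1.04 in LW HS pigs (n = 6 each). The other 2 OAZ3 probes passed the threshold in the same direction. For each of these breed probes, all 11 CR pigs lay on the same side of the LW mean of their climate.

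For the mid-parent contrast, the smallest p-values belonged to A_72_P499239 (-0.70 ± 0.10, SE, adjusted p = 0.00168) and to the probe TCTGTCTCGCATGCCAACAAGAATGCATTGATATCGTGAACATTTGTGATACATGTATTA (-0.83 ± 0.12, adjusted p = 0.00168), both by limma. They share 57 bases and count as 1 measurement. A_72_P499239 was 7.60 ± 0.41 (SD, n = 5) in CR TN and 7.62 ± 0.23 in CR HS pigs, 5.81 ± 0.29 and 6.13 ± 0.22 in F1 TN and HS pigs, and 5.75 ± 0.35 and 5.69 ± 0.22 in LW TN and HS pigs (n = 6 each). In both climates the F1 mean lay nearer to the LW mean than to the CR mean.

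**Figure D3:**
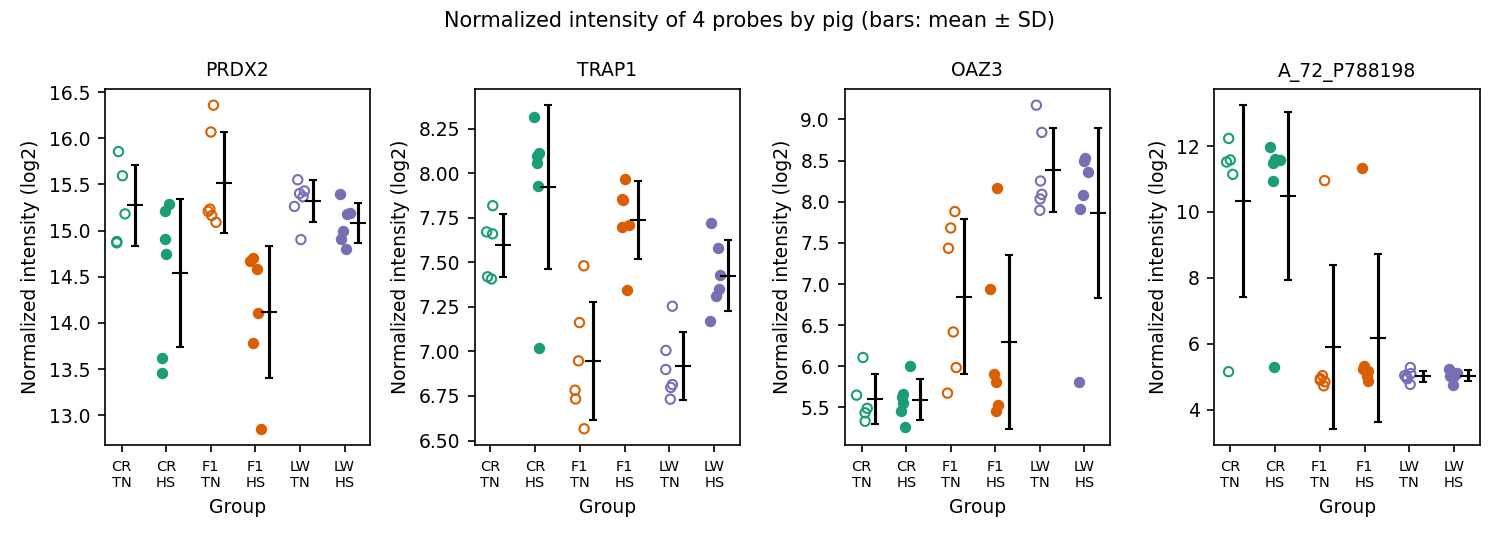
Normalized log2 intensity (y axis) of PRDX2, TRAP1, OAZ3 and A_72_P788198 in each of 6 groups (x axis). Each circle is 1 pig, open for TN and filled for HS, bars are the mean ± SD of 5 (CR TN) or 6 pigs, the group means of PRDX2 are lower and those of TRAP1 higher in HS in all 3 breeds, and single CR and F1 pigs lie apart from their group for A_72_P788198.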

Values the study reported

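The study reported 481 probes as differentially expressed between HS and TN in blood, which stood for 331 unique annotated genes. It counted 39,072 probes as expressed in blood. It stated that HSP70 and HSP40 were up-regulated in blood, that HSP90 was up-regulated in muscle tissue alone, and that PRDX1 was up-regulated in blood. The functions it named as enriched in blood included glycolysis, phagosome and lysosome. It found no significant interaction between breed and temperature.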

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

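The comparison of each pig with both parental breeds and the search for other probes of the named breed genes were chosen only after the values were seen. Each item is a pig whose value stood apart from its group by more than Dixon's critical value allows at 95% for the gap over the range. In all, 29 of 234 groups had such a pig, against about 5% by chance. Probes with shared sequence and genes that move together are not independent, so this excess is no test of its own.

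At probes named for a breed contrast, single pigs had the level of the other breed. For A_72_P788198, CR TN replicate 5 (5.16, against 11.14 to 12.23 in the others) and CR HS replicate 2 (5.31, against 10.94 to 11.98) were low. F1 TN replicate 2 (10.95, against 4.73 to 5.04) and F1 HS replicate 4 (11.35, against 4.88 to 5.33) were high. For LOC100519082, CR TN replicate 1 was low (9.83, against 14.37 to 14.86) and LW HS replicate 4 was high (14.73, against 8.73 to 9.95). The second probe with the same sequence gave 9.92 and 14.83 for the same pigs, so a defect of 1 spot is excluded for them. OAZ3 was low in LW HS replicate 6 (5.80, against 7.91 to 8.53). A_72_P713930 was low in F1 HS replicate 1 (9.01, against 10.60 to 11.12) and in LW HS replicate 1 (9.78, against 11.04 to 11.40).

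A mislabelled sample was tested by placing each CR and LW pig among breed probes detected without it. All 23 of 23 pigs, those above included, lay nearer to their own breed, which argues against a wrong breed label for the CR and LW pigs. F1 pigs were not placed in this way. A sequence variant under the probe remains open for 4 of the 6 probes named for CR against LW, for which no other probe of the gene was retained, and likewise for both mid-parent probes. It also remains open for LOC100524282, whose other probe had the same direction but did not pass the threshold. For OAZ3, both other probes passed the threshold in the same direction, which argues against a variant under a single probe. Alleles that are frequent in CR and rare in LW, but fixed in neither, are a candidate explanation for single pigs at the level of the other breed. No genotypes were used here, and this was not tested.

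For the mid-parent probes, CR HS replicate 4 (7.33, against 7.76 to 7.91), F1 HS replicate 4 (5.59, against 6.12 to 6.29) and LW TN replicate 5 (6.27, against 5.37 to 5.53) stood apart at the probe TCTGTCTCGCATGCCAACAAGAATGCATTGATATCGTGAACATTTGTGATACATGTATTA. At A_72_P499239, which shares 57 bases with it, LW TN replicate 5 stood apart as well (6.42, against 5.51 to 5.83), which argues against a defect of 1 spot for that pig. The values of CR HS replicate 4 and F1 HS replicate 4 were not outlying at A_72_P499239. Without any single array, the mid-parent count ranged from 16 to 31.

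At probes named for HS, LOC780435 was low in CR TN replicate 5 (6.09, against 7.34 to 7.82) and CR HS replicate 6 (6.38, against 7.65 to 8.22), and high in F1 TN replicate 6 (7.75, against 5.76 to 6.35). NOP14 was high in F1 TN replicate 5 (11.02, against 10.08 to 10.35). NAV1 was high in LW TN replicate 6 (8.64, against 7.69 to 7.89) and in CR HS replicate 1 (10.40, against 7.91 to 8.83). In the same CR pig, HSP90AB1 (13.48, against 14.14 to 14.51) and TRAP1 (7.02, against 7.93 to 8.32) were low. Its platelet list mean (2.15) was the highest of the 35 arrays. Without this array the HS count rose from 13855 to 16781, the largest rise when any array was left out, which may come from the variance this array adds, though this was not tested. This pig also had the highest value of the 35 arrays for NAV1, C6ORF26 (11.25) and A_72_P040481 (11.67), so its profile did not go against HS throughout. A different mixture of blood cells in this sample, as from platelets, could account for these values, but no cell counts were used here and a handling effect cannot be ruled out.

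Among the family members, HSPA5 was high in F1 HS replicate 4 (9.07, against 8.64 to 8.79), HSP90B1 was high in CR TN replicate 3 (12.49, against 11.79 to 11.96) and F1 TN replicate 5 (12.17, against 11.50 to 11.65), and PRDX5 was high in CR TN replicate 5 (11.57, against 10.92 to 11.04). High values in TN pigs lie against the HS effect. One wrongly labelled array was tested for the F1 pigs, and the F1 count stayed at 11956 or above without any F1 array. A wrong climate label was not tested in CR pigs. No biological explanation was tested for these single pigs.

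Of the array measures, the percentage of probes well above background was low in CR TN replicate 2 (59.8, against 65.9 to 66.9). The mean of the B cell list was low in LW HS replicate 1 (-0.49, against -0.01 to 0.19). Slide is argued against as a source of the HS count, which was 14665 with slide as a block, and was not tested for these values. Neither array decided the HS count, which was 12065 without CR TN replicate 2 and 14945 without LW HS replicate 1.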

How the results depend on the processing

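The signal level and globin covariates, the removal of the trend on probe GC content, breed as the replicate and the HS test without F1 pigs were chosen only after the HS counts were seen. All other alternatives were planned. No paired analysis was possible because the labels give no replicate numbers.

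Normalization, filters and slide moved the HS count little. It lay between 11964 with a filter on every array and 18359 with array weights, including 14083 with scaling on the 75th percentile, 13764 with normexp correction and 13601 with the authors' log2 values. Covariates and the unit of replication moved it far. It was 6562 with the signal level, 3390 with the globin share (1618 up-regulated and 1772 down-regulated), 1 with the erythroid list, 0 with breed as the replicate and 0 without F1 pigs. In F1 pigs the count was 0 with the signal level as a covariate (6057 at an unadjusted p under 0.05), and between 11860 and 17514 under the other alternatives. The excess of up-regulated F1 probes turned around with scaling on the 75th percentile (7267 up-regulated and 7848 down-regulated) and with only the groups compared (5817 and 6043). The cause was not tested for the signal level, globin and erythroid covariates, which are measured on the same arrays. The test with breed as the replicate has 2 residual degrees of freedom. It recovered 83.5% of simulated changes of log2 1 that were equal in all breeds. The median absolute log2 change of the probes detected for HS was 0.31, a size at which this test was not simulated. Its 0 probes therefore do not tell whether changes of that size are absent. The test without F1 pigs has fewer samples.

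In LW pigs, array weights gave 757 probes and the intensity trend with a robust prior 1, against 0 otherwise. Array weights also gave 1104 probes between CR and LW pigs, 158 between F1 and CR pigs and 51 between F1 and LW pigs. The cause was not tested. With only the groups compared, F1 and CR pigs differed by 47 probes (33 higher and 14 lower), from a fit with fewer samples. The 6 probes between F1 and LW pigs became 1 with normexp correction, 10 with the authors' log2 values, 1 with no filter, 1 with a filter on every array, and 2 with slide as a fixed or a random block. Scaling on the 75th percentile gave 4 (3 higher and 1 lower, against 2 and 4). The cause was not tested. In CR pigs and for the interaction, the count was 0 under every alternative run. The correlations of HS effects between breeds ranged from 0.698 to 0.787 (CR and F1), 0.381 to 0.519 (CR and LW) and 0.412 to 0.532 (F1 and LW).

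The 3 gene lists by camera became 5 with scaling on the 75th percentile, 6 with no filter, 12 with fry and 0 with an estimated correlation, against 4 with a filter on every array and 2 with the authors' log2 values. The HSP90 list passed by camera with no filter (adjusted p = 0.0491), with a filter on every array (0.0395) and with the brightest probe of each gene (0.0194). The T cell and B cell lists also passed by camera with no filter (both adjusted p = 0.0491). With scaling on the 75th percentile, the T cell (adjusted p = 0.0436) and oxidative phosphorylation (0.0418) lists passed by camera. The cause was not tested. The erythroid list lost the threshold only with the estimated correlation. The glycolysis list also lost it with the authors' log2 values (adjusted p = 0.05002) and with the brightest probe of each gene (adjusted p = 0.0575), and without 7 single arrays. The lysosome list lost it without 3 single arrays.

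When each array was left out in turn, the counts ranged from 11674 to 16781 for HS against TN, 11956 to 17245 in F1 pigs, 0 to 0 in CR pigs, 0 to 1 in LW pigs (1 without LW HS replicate 4), 0 to 0 for the interaction, 290 to 464 for CR against LW, 60 to 95 for F1 against CR, 0 to 19 for F1 against LW, 16 to 31 for the mid-parent contrast and 1 to 3 for the lists. For F1 against LW pigs, 25 of 35 arrays moved the count by more than 1.5 times. The count was 0 without F1 HS replicate 1 or 5, LW HS replicate 4, or LW TN replicate 4 or 5.

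All probes named for HS or for a family kept their direction under every alternative in which they were tested. They were not tested 1 by 1 with the signal level, the globin share, the GC trend removed or the mean of within-breed effects. All lost the threshold with the erythroid covariate, and also with breed as the replicate and without F1 pigs, where 0 probes passed. HSPA2 also lost it with normexp correction, with the authors' values and without 16 single arrays, and A_72_P040481 without 1 array, that of F1 TN replicate 4. The 8 probes named for a breed contrast kept direction and threshold wherever they were tested. With the filter on every array, 5 of these 8 and 1 named for a family were not tested. Low signal over background limits such probes, among them A_72_P788198 and HSPA2.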

Other observations

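Chosen only after the results were seen were the tests with the erythroid list as the cause of the HS count, with breed as the replicate, the gap between blood cell lists, the placing of pigs among breeds and the search for other probes of the named breed genes. The verdict on covariates measured on the same arrays was also changed after the fact. The erythroid covariate for HS and the signal level covariate for F1 pigs met the condition set for a cause. They were then read as undecided, because lists with no claim to be a cause removed the HS count as well.

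The number of probes here was 13855, for 4871 genes. Both are higher than the values quoted from the study above. The study had random effects of pen, day of slaughter, father and mother, which could not be fitted here, and leaving them out treats pigs of the same pen or litter as independent. All HSP90 members had an up-regulated probe here, where the study named HSP90 in muscle alone. For HSP70, a probe of HSPA5 and a probe of HSPA2 passed upward, but HSPA2 lost the threshold without 16 single arrays. With each gene as the mean of its probes, 1 HSP70 gene passed upward and 1 downward, and the list mean was 0.01. The direction stated by the study is thus not shown for the family as a whole. For HSP40, 11 of 29 genes passed over all genes and 10 of these were up-regulated. That direction is also the one the study stated, from these same blood samples, so it is not independent evidence. The share of HSP40 genes that passed was no higher than that of all genes (4128 of 10467). By camera the HSP40 list did not pass (adjusted p = 0.134), so no change particular to HSP40 is shown.

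The large HS count is not a chance split of the pigs, since 1 of 100 splits of HS and TN within breeds, the real one itself, gave as many probes, and the highest count in the others was 4. Slide (14665 probes with slide as a fixed block), quantile normalization (14083 with scaling on the 75th percentile) and probe GC content (13432 with its trend removed) are argued against as the whole cause. Signal level (6562 probes with it as a covariate) and the globin share (3390) reduced the count without removing it. With breed as the replicate, limma detected 0 probes (10586 at an unadjusted p under 0.05). HS and TN pigs of a breed came from different pens and were slaughtered on different days according to the methods of the study, and none of this is in the labels. Pen and day therefore cannot be told apart from HS here, and a true response to heat remains open beside them. Litters were spread over both climates in the study, so litter is not a rival to HS, though it was not modelled.

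The erythroid list as a covariate left 1 probe (6334 unadjusted), which is consistent with a smaller share of immature red cells in HS blood as a source of the HS difference. The same test with the other 18 lists left under 10% of the probes for 5 of them, with 0 for glycolysis (5265 unadjusted), 0 for lysosome (8799 unadjusted), 4 for HSP90, 66 for the sex-linked control and 141 for HSP40, and up to 16787 for the monocyte list. Lists with no claim to be a cause, among them the sex-linked control with 2 retained genes, thus absorbed most of the HS effect. The erythroid share therefore cannot be told apart from a wider change. Not every list that moved with HS did so. Oxidative phosphorylation and peroxiredoxins passed by fry (adjusted p = 0.0198 and 0.0302) and left 12323 and 11892 probes. A fall in the erythroid share alone would raise all other cell lists alike. These moved apart, by 0.36 ± 0.11 (log2, SE) between the T cell and the cytotoxic cell list over all breeds (permutation p = 0.0267 over all 15 pairs, 100000 resamples). The T cell list rose in CR, F1 and LW pigs (mean log2 change 0.10, 0.39 and 0.08). The cytotoxic list fell in F1 (-0.31) and LW pigs (-0.18) but not in CR pigs (0.02). The gap was thus widest in F1 pigs and small in CR pigs, and it was not tested within breeds. A change in red cell genes remains all the same, with the erythroid list lower in HS. A first version of this test, on the platelet and neutrophil lists, had a gap of -0.69 ± 0.44 (neutrophil minus platelet) and did not decide. The 3 lists that passed by camera are no more than chance gives, as 71 of 100 splits gave as many.

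F1 pigs alone had probes past the threshold in the fit of all arrays with equal weights and a common prior. LW pigs had 757 with array weights and 1 with an intensity trend and a robust prior. Chance was excluded for them, as 1 of 100 splits of the F1 pigs gave as many probes, although other splits reached 10075. Chance could not be excluded for the unadjusted counts in CR pigs, where 28 of 100 splits gave as many probes and others reached 8405 at the adjusted threshold, nor in LW pigs (9 of 100). Splits that reach such counts show that pigs of a breed vary along a shared axis, so that a count of probes acts as few independent observations. For F1 pigs, no single array decided the count (11956 without the array that moved it most) and slide is argued against (17514 with slide as a block). With the signal level as a covariate, limma detected 0 probes in F1 pigs (6057 unadjusted). In F1 pigs the signal level differed between HS and TN, with all 6 HS arrays above the TN mean, so the covariate removes part of the climate effect by construction and signal level cannot be told apart from climate in this breed. A higher share of globin and red cell RNA in F1 TN samples could give both the lower signal and the F1 count. A lower RNA yield alone is a weaker candidate, since the methods of the study give fixed amounts of RNA for labelling and for hybridization.

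That F1 pigs respond more than the other breeds is not shown. The interaction gave 0 probes by limma (6129 unadjusted), and chance could not be excluded for its unadjusted count (5 of 100 splits of breed within climate gave as many). The HS effects of the breeds correlated across probes beyond chance for CR with F1 pigs (1 of 100 splits as high) and for F1 with LW pigs (4 of 100), and chance could not be excluded for CR with LW pigs (5 of 100). These correlations suggest a shared axis of HS effects that is largest in the F1 sample. A shared axis of blood makeup is not ruled out, and the erythroid covariate cannot decide this, since other lists removed the HS count as well.

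At the adjusted threshold the breed counts were beyond what splits of single pigs gave by chance. According to the methods of the study, each block of littermates lay within a breed, so litter cannot be told apart from breed. These splits treat littermates as independent, and differences between litters may add to the breed counts. Of 100 splits of breed within climate, 1 gave as many probes as CR against LW, 2 as many as F1 against CR, 3 as many as F1 against LW, and 1 as many as the mid-parent contrast. For F1 against LW, others reached 3268 probes, so a count of 6 is fragile. For F1 against CR, others reached 317 probes, above the real 75, so that count carries the same caveat. For CR against LW and the mid-parent contrast, others reached at most 1 and 0 probes. At an unadjusted p under 0.05, 6, 37, 34 and 55 of 100 splits gave as many probes for these 4 contrasts in turn. The number of small breed differences is thus within what chance gives, and only the strongest probes stand out. A sequence variant under the probe was tested through the other probes of the same gene. For 156 probes that differed between CR and LW, the median difference of the other probes was 59.5% of that of the detected probes, and 85.3% had the same direction. As a reference in which no breed variant acts, the same number of HS probes gave 63.6% and 84.0%. Variants under probes are thus argued against as the main cause of the differences at these 156 probes. This holds only as far as the other probes of a gene do not overlap the detected one, since overlapping probes would share a variant. The rest of the 417 probes that differed between CR and LW were not tested in this way. Variants stay open for that rest, which includes the 4 probes named for CR against LW without another probe. Variants also stay open for both mid-parent probes, which have none either. They stay open for LOC100524282 too, where the other probe differed by -0.30 against -3.38 and did not pass the threshold.

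A surprising pattern was that some breed probes had a pair of separate levels over the 35 pigs. For A_72_P788198 no pig lay between 5.33 and 10.94, with 9 of 11 CR, 2 of 12 F1 and 0 of 12 LW pigs above the gap. For LOC100519082 no pig lay between 10.34 and 13.70, with 10 of 11 CR, 5 of 12 F1 and 1 of 12 LW pigs above. For LOC100524282 none lay between 6.03 and 8.45, with 6 of 11 CR pigs below and 0 F1 or LW pigs. For OAZ3 the widest gap was 0.52, so the levels were not separate. A presence or absence allele that is dominant or segregates in both parental breeds may give such values, but crosses of fixed parents would give F1 pigs of 1 level only. The probes without another probe of their gene leave open whether the transcript or its binding to the probe differs. A mislabelled sample is argued against, since 23 of 23 CR and LW pigs lay nearer to their own breed.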
